# Secreted Phosphoprotein 1 Expression in Retinal Mononuclear Phagocytes Links Murine to Human Choroidal Neovascularization

**DOI:** 10.3389/fcell.2020.618598

**Published:** 2021-01-28

**Authors:** Anja Schlecht, Peipei Zhang, Julian Wolf, Adrian Thien, Dennis-Dominik Rosmus, Stefaniya Boneva, Günther Schlunck, Clemens Lange, Peter Wieghofer

**Keywords:** AMD, CNV, Osteopontin, OPN, SPP1, microglia, *Cx3cr1*^*CreERT*2^

## Abstract

Age-related macular degeneration (AMD) represents the most common cause of blindness in the elderly in the Western world. An impairment of the outer blood-retina barrier and a localized inflammatory microenvironment cause sprouting of choroidal neovascular membranes (CNV) in neovascular AMD that are in intimate contact with surrounding myeloid cells, such as retinal microglia, and ultimately lead to visual impairment. The discovery of novel target molecules to interfere with angiogenesis and inflammation is vital for future treatment approaches in AMD patients. To explore the transcriptional profile and the function of retinal microglia at sites of CNV, we performed a comprehensive RNA-seq analysis of retinal microglia in the mouse model of laser-induced choroidal neovascularization (mCNV). Here, we identified the angiogenic factor Osteopontin (*Opn*), also known as “secreted phosphoprotein 1” (*Spp1*), as one of the most highly expressed genes in retinal microglia in the course of CNV formation. We confirmed the presence of SPP1 at the lesion site in recruited retinal microglia in *Cx3cr1*^CreER^:*Rosa26-tdTomato* reporter mice by confocal microscopy and in whole retinal tissue lysates by ELISA highlighting a massive local production of SPP1. Inhibition of SPP1 by intravitreal injection of an anti-SPP1 antibody significantly increased the lesion size compared to IgG-treated control eyes. In line with our results in rodents, we found an increased *SPP1* mRNA expression in surgically extracted human choroidal neovascular (hCNV) membranes by the quantitative RNA-seq approach of massive analysis of cDNA ends (MACE). Numerous IBA1^+^SPP1^+^ myeloid cells were detected in human CNV membranes. Taken together, these results highlight the importance of SPP1 in the formation of CNV and potentially offer new opportunities for therapeutic intervention by modulating the SPP1 pathway.

## Highlights

- *Spp1* emerges as one of the top differentially regulated angiogenic genes in murine microglia in the model of laser-induced CNV.
- SPP1 protein expression is highly increased in CNV tissue and present in retinal microglia.
- Scavenging of SPP1 by an anti-SPP1 antibody leads to increased lesion size in CNV.
- SPP1 expression is highly induced in surgically extracted human choroidal neovascularization membranes on both RNA and protein levels.

## Introduction

Microglia represent the resident tissue-macrophages of the retina and the brain and originate from the extra-embryonic yolk sac early during development (Ginhoux et al., 2010; Kierdorf et al., 2013; Goldmann et al., 2016; O'Koren et al., 2019; Wieghofer et al., in press). In the context of neurodegeneration, neuroinflammation, or other insults, the composition as well as the gene and protein expression signatures of myeloid cells can dramatically change (Ajami et al., 2018; O'Koren et al., 2019; Wieghofer et al., in press). These changes include microglia activation leading to relevant functional alterations. The mode of action can thereby be beneficial but also detrimental depending on the disease model affecting microglia in the brain or retina (Reyes et al., 2017; Masuda et al., 2020).

Choroidal neovascularisation (CNV) is a common cause of irreversible vision loss in patients with age-related macular degeneration (AMD), which is the leading cause of blindness in the elderly (Fine et al., 2000). In a previous study, we showed that myeloid cells represent a heterogeneous cell population that accumulates at sites of CNV and modulates its formation in a laser-induced CNV mouse model, which is a widely used model for nAMD (Lambert et al., 2013; Wieghofer et al., in press). The close interplay between myeloid cells and blood vessel formation has been extensively studied in the past; however, the origin of accumulating myeloid cells in this model has long remained unclear (Oh et al., 1999; Fantin et al., 2010; Dejda et al., 2016; Usui-Ouchi et al., 2020). Recently we have shown that retinal microglia are the dominant innate immune cell population at sites of CNV and are characterized by a specific disease-associated gene expression signature similar to other disease models, including *Spp1* encoding the secreted phosphoprotein 1 (SPP1), *Lgals3* (lectin, galactose binding, soluble 3), and *Apoe* (Apolipoprotein E) (Keren-Shaul et al., 2017; O'Koren et al., 2019; Wieghofer et al., in press). In particular, the role of secreted SPP1 in vascular diseases and its potential to serve as an easily accessible biomarker present in blood serum and other body fluids has gained attention recently (Lok and Lyle, 2019). SPP1 is a multifaceted protein involved in homeostatic functions and pathophysiological processes like bone morphogenesis, vascular remodeling, recruitment of leukocytes, cell adhesion, and extracellullar matrix remodeling (Lok and Lyle, 2019). The broad spectrum of features is reflected by the cell types expressing SPP1 including leukocytes, epithelial and endothelial cells, and neurons in humans (Kunii et al., 2009).

As a matricellular cytokine SPP1 binds to integrin receptors, like α_V_ integrins, and certain splice variants of the hyaluronic acid receptor CD44, which are expressed by endothelial cells (Lok and Lyle, 2019). The angiogenic capacity combined with its potential to shape myeloid cell recruitment highlights SPP1 as a promising target in vascular diseases (Yu et al., 2017; Lok and Lyle, 2019).

The goal of our study was to explore gene expression signatures of native and CNV-associated retinal microglia by comprehensive bulk RNA-seq. Furthermore, we investigated the role of SPP1 in CNV formation by local intraocular application of an antibody directed against SPP1. Finally, we correlated our findings in mice to human CNV samples from nAMD patients. Our results underline the importance of SPP1 in the formation of CNV in mice and humans, thus paving the way for new therapeutic interventions by modulating the SPP1 pathway.

## Results

### Identification of the Angiogenic *Spp1* Gene in Experimental Choroidal Neovascularization

To gain more insight into the transcriptional profile and angiogenic capacity of microglia during development of experimental choroidal neovascularization, we conducted bulk RNA-seq of flow cytometry-isolated CD45^lo^CD11b^+^CX_3_CR1^+^Ly6C^−^Ly6G^−^ retinal microglia at CNV d3 (Figure 1A). 

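The RNA-seq data compared microglia from 6 samples taken on day 3 after laser treatment (CNV d3) with 6 samples from unlasered control mice. In the lasered eyes 6 burns per retina had been set. The methods give the age of the mice as 8 weeks, and the scheme in Figure 1A shows 6 weeks. The sorted cells were retinal microglia, the tissue macrophages of the retina, selected for low CD45, for CD11b and for CX3CR1, and for the absence of the monocyte marker Ly6C and the neutrophil marker Ly6G. The authors made full-length cDNA from picogram amounts of total RNA by template switching and PCR, fragmented it with a transposase and sequenced single reads. They mapped the reads with STAR, merged the flow cells of each sample, counted reads per gene with featureCounts and removed the genes without reads in any sample. Default counting does not use the strand of a read and leaves out reads that lie in exons of more than 1 gene, so genes with overlapping exons have uncertain counts. The deposited values are read counts divided by the size factor of each sample from DESeq2, which corrects for sequencing depth. In all 12 samples, 100% of the values were whole multiples of the smallest value, so the reads behind them could be recovered. Between 23532260 and 29523018 reads were counted on genes in the CNV d3 samples, with a median of 25872622. The control samples had between 10963178 and 22335233 reads with a median of 20637354, fewer than any CNV d3 sample. Reads were found on 18276 to 19116 genes in the CNV d3 samples and on 15076 to 17224 genes in the control samples. Every pair of replicates differed by more than the counting noise of the reads, with a chi-square per degree of freedom of at least 32.49, a measure that covers counting error only. Because the values are not counts, the groups were compared with limma on log2(normalized counts + 1) over all 27299 genes, with Benjamini-Hochberg adjustment. Fold changes from limma are on this log2(normalized counts + 1) scale. As in the methods of the paper, a gene was a DEG with an absolute log2 fold change above 1.5 and an adjusted p under 0.05.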

The principal component analysis clearly showed distinct gene expression patterns between the lasered group 3 days after experimental laser treatment and unlasered control mice (Figure 1B). 

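Principal component analysis of the 500 genes of highest variance placed 58.8% of the variance on the first component, 8.66% on the second and 7.63% on the third. On the first component, the CNV d3 samples lay between 35.0 and 66.4 and the control samples between -67.6 and -37.6, so the 2 groups did not overlap. The mean distance between samples of different groups exceeded that between samples of the same group by 55.2 log2 units over the same genes, and none of the 924 ways to label 6 of the 12 samples gave a larger value (exact permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow). The share of the first component moved most when all genes with at least 10 counts in at least 6 samples were used in place of 500, to 35.97%. By the same test of distances, the groups separated under that setting too, with the same p. The control samples spread along the second component, from -55.3 in replicate 3 to 35.5 in replicate 6, and along the third, from -28.1 in replicate 5 to 45.7 in replicate 4. The CNV d3 samples lay between -1.03 and 1.92 on the second and between -3.37 and 3.28 on the third.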

Next, we determined the differentially expressed genes (DEG) between CNV-associated MG and control microglia and found that 654 DEG were significantly increased in microglia in association with CNV formation. 

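Of the 27299 genes tested, 1068 were DEG increased in CNV d3 and 293 were DEG decreased in CNV d3 by limma with Benjamini-Hochberg adjustment. Among the increased DEG, 890 were protein-coding, and among the decreased DEG 72 were. In 546 of the increased and 198 of the decreased DEG, all 6 CNV d3 values lay on one side of all 6 control values. Over all genes, 2038 were separated in this way, where chance alone would separate 0.216% of genes. The number depended on the handling of genes with few reads, because 638 of the increased DEG had a control mean under 10 normalized counts and 281 had 0 reads in all control samples. The count moved most when the difference was tested against an absolute log2 fold change of 1.5 instead of 0, to 134 increased and 2 decreased DEG. On the recovered reads, the quasi-likelihood test of edgeR with TMM normalization called 839 increased and 281 decreased DEG, and DESeq2 called 908 and 572. Of those, edgeR shared 732 increased DEG with limma and DESeq2 shared 777. Among the decreased DEG, the highest control means were those of *P2ry12* and *P2ry13*. *P2ry12* lies on chromosome 3 of GRCm38 from 59216272 to 59262871 and its exons overlap those of *Med12l*. Its normalized counts fell from 187891 ± 21856 (SD, n = 6) in control to 61433 ± 16223 (SD, n = 6) in CNV d3 microglia, a log2 fold change of -1.65 (standard error 0.15, adjusted p = 1.01e-05 from limma). For *P2ry13* the log2 fold change was -1.82 (standard error 0.13, adjusted p = 3.02e-06 from limma). *Malat1*, *Gpr183* and *4632427E13Rik* had the next highest control means, with log2 fold changes of -2.14, -1.52 and -1.98. *Gpr183* did not pass the threshold by edgeR (-1.47) or DESeq2 (-1.48) on the recovered reads, and with each sample left out in turn its log2 fold change by limma lay between -1.63 and -1.40. Besides *Fn1*, the increased DEG with the largest log2 fold changes and separate groups were the cell division genes *Bub1*, with 1146 ± 491 (SD, n = 6) normalized counts in CNV d3 against 6.58 ± 16.1 (SD, n = 6) in control, *Gtse1*, *Ttk* and *Anln*. *Ttk* and *Gtse1* had 0 reads in all 6 control samples and were at least 56.2-fold and at least 53.5-fold higher in CNV d3, counted against 3 reads in the shallowest control sample. *Anln* had a log2 fold change of 8.08 (standard error 1.03, adjusted p = 0.000157 from limma). On the recovered reads, edgeR and DESeq2 gave smaller values for *Anln*, 5.90 and 5.94. For *Bub1* they gave 7.31 and 7.43, against 9.16 by limma. For *Gtse1* and *Ttk* they gave larger values than limma did. The decreased DEG with the largest log2 fold changes and separate groups were *Gm9874*, *9430053O09Rik*, *Gm37063*, *Gm37298* and *3110080O07Rik*, with log2 fold changes from -4.90 to -4.22.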

Among the top five DEG increased in CNV-associated MG were *Fn1* (log2FC = 9.8, padj. = 2.9 × 10^−15^), *Spp1* (log2FC = 6.6, padj = 3.8 × 10^−25^), *Ifi27I2a* (log2FC = 2.9, padj = 7.7 × 10^−8^), *Cd74* (log2FC = 2.7, padj = 7.9 × 10^−7^), and *Cd72* (log2FC= 2.4, padj = 2.2 × 10^−24^) (Figures 1C,D). 

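*Fn1* encodes fibronectin 1 and lies on chromosome 1 of GRCm38 (Gencode release M21, used for all coordinates) from 71585520 to 71653200 on the minus strand. It had 19206 ± 17637 normalized counts (SD, n = 6) in CNV d3 and 22.1 ± 30.0 (SD, n = 6) in control microglia, with 0 reads in 2 of the 6 control samples. Its log2 fold change was 10.70 (standard error 1.04, adjusted p = 2.03e-05 from limma), the largest of all increased DEG on this scale. On the recovered reads, edgeR gave 9.67 and DESeq2 9.76 for *Fn1* and larger values for other increased DEG, among them *Ttk* and *Gtse1*. *Spp1* lies on chromosome 5 from 104435118 to 104441050 on the plus strand, and its exons overlap those of *Gm42793*, so reads in the overlap could not be given to 1 gene. It rose from 162 ± 137 (SD, n = 6) in control to 15560 ± 8802 (SD, n = 6) normalized counts in CNV d3, a log2 fold change of 6.85 (standard error 0.52, adjusted p = 4.25e-06 from limma). The lowest CNV d3 sample had 6990 normalized counts of *Spp1* and the highest control sample 415. With each sample left out in turn, the log2 fold change of *Spp1* stayed between 6.46 and 7.21. *Ifi27l2a*, on chromosome 12 from 103442167 to 103443680, rose from 1972 ± 1400 (SD, n = 6) to 14433 ± 5903 (SD, n = 6) normalized counts, a log2 fold change of 3.02 (standard error 0.39). *Cd74*, on chromosome 18 from 60803848 to 60812652, had 2171 ± 922 (SD, n = 6) normalized counts in control and 13699 ± 9591 (SD, n = 6) in CNV d3. Its log2 fold change was 2.37 (standard error 0.47, adjusted p = 0.00369 from limma). *Cd72*, on chromosome 4 from 43446462 to 43454628, differed least between replicates and rose from 2188 ± 887 (SD, n = 6) to 11187 ± 2086 (SD, n = 6) normalized counts, a log2 fold change of 2.41 (standard error 0.19, adjusted p = 5.15e-06 from limma). Like those of *Spp1*, the exons of *Fn1*, *Cd74* and *Cd72* overlap exons of other genes. For each of the 5 genes, all CNV d3 samples lay above all control samples (two-sided exact permutation test, p = 0.00216 for each gene). By mean normalized counts in CNV d3, the increased DEG were led by *Apoe*, the ribosomal RNA gene *CT010467.1* and *Lars2*, followed by *Fn1* in rank 4, *Spp1* in rank 5 and *Ifi27l2a* in rank 6. *Cpd* took rank 7, *Cd74* rank 8 and *Cd72* rank 9. By log2 fold change, *Spp1* held rank 39 of the increased DEG. Within the CNV d3 samples, *Fn1* and *Cd74* rose with a list of 14 monocyte genes. Pearson's r over the 6 samples was 0.89 for *Fn1* and 0.90 for *Cd74* (exact permutation test over pairings, p = 0.0153 and 0.0111, adjusted p = 0.0204 for both over 4 genes). Spearman's rho was 0.89 for *Fn1* (exact permutation p = 0.0333, adjusted p = 0.0667 over 4 genes) and 0.83 for *Cd74* (exact permutation p = 0.0583, adjusted p = 0.0778). Without the 2 samples farthest from the median of the list score, r was 0.87 for both. *Spp1* did not follow the list, with an r of -0.19 (exact permutation p = 0.724) and a rho of -0.09 (exact permutation p = 0.919).

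**Figure D1:**
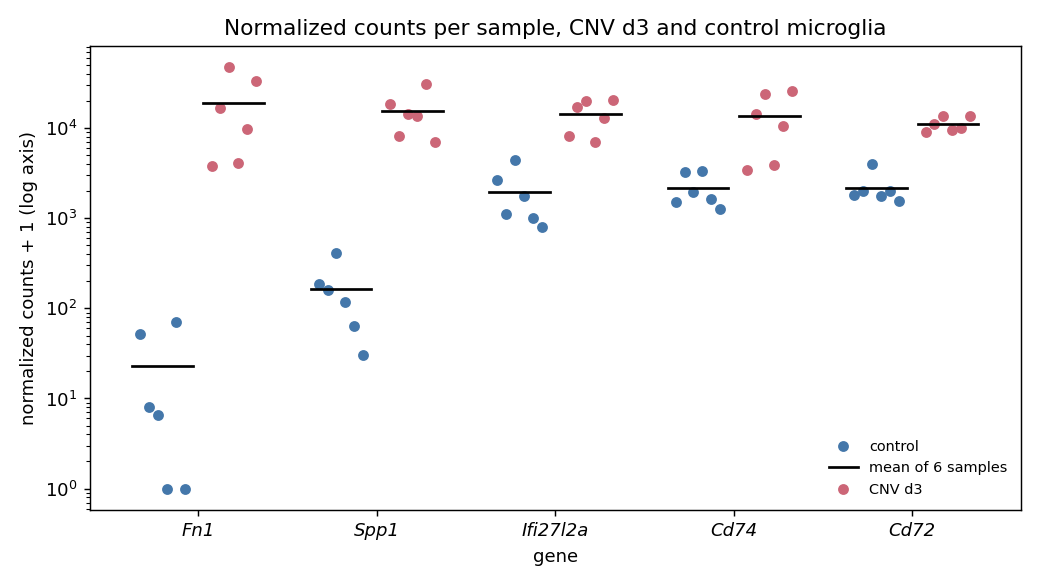
Normalized counts + 1 on a log axis for *Fn1*, *Spp1*, *Ifi27l2a*, *Cd74* and *Cd72* in each of the 6 control and 6 CNV d3 samples, with replicates 1 to 6 from left to right and a line at the mean of each group. The 6 CNV d3 samples lie above the 6 control samples for each gene, by the widest margin for *Fn1*.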

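*Apoe*, which encodes apolipoprotein E, lies on chromosome 7 of GRCm38 from 19696109 to 19699188 on the minus strand. It had the highest mean in CNV d3 of all increased DEG and rank 25 of all genes. Its normalized counts were 20865 ± 7381 (SD, n = 6) in control and 68946 ± 16057 (SD, n = 6) in CNV d3 microglia, a log2 fold change of 1.77 (standard error 0.21, adjusted p = 9.45e-05 from limma). The control samples reached 32299 normalized counts at most and the CNV d3 samples had at least 51437 (two-sided exact permutation test, p = 0.00216). With each sample left out in turn, the log2 fold change stayed between 1.62 and 1.91, above the threshold of 1.5.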

Also *Apoe* (log2FC = 1.7, padj = 3.3 × 10^−12^) was significantly upregulated and is an important regulator for the transition into disease-associated microglia (Song and Colonna, 2018). In addition, genes typically expressed by antigen-presenting cells, such as *H2-Ab1* (log2FC = 2.1, padj = 9.3 × 10^−6^) and *Cd74*, or involved in interferon signaling, like *Ifitm3* (log2FC = 1.59, padj = 0.005) and *Ifi27I2a*, were present among the upregulated genes in CNV (Figures 1C,D). 

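*H2-Ab1*, which encodes the beta chain of an MHC class II molecule, lies on chromosome 17 of GRCm38 from 34257689 to 34269419 on the plus strand. It had 2047 ± 646 (SD, n = 6) normalized counts in control and 8644 ± 6203 (SD, n = 6) in CNV d3 microglia, a log2 fold change of 1.75 (standard error 0.43, adjusted p = 0.0139 from limma). The groups overlapped, since control replicate 2 had 3223 normalized counts and CNV d3 replicates 1 and 4 had 2408 and 2720 (two-sided exact permutation test, p = 0.00866). With each sample left out in turn, the log2 fold change stayed between 1.48 and 2.05, and *H2-Ab1* remained a DEG in 5 of the 12 fits. Its values in the 6 CNV d3 samples followed the list of monocyte genes, with a Pearson r of 0.89 (exact permutation p = 0.0153, adjusted p = 0.0204 over 4 genes). Spearman's rho was 0.89 (exact permutation p = 0.0333, adjusted p = 0.0667 over 4 genes). Without the 2 samples farthest from the median of the list score, r was 0.87. *Ifitm3*, on chromosome 7 from 141009586 to 141010770, rose from 2949 ± 2188 (SD, n = 6) to 8877 ± 2815 (SD, n = 6) normalized counts, a log2 fold change of 1.83 (standard error 0.38, adjusted p = 0.00481 from limma). Its groups overlapped as well, because control replicate 3 had 6309 normalized counts, while the lowest CNV d3 sample had 5338 (two-sided exact permutation test, p = 0.00649).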

To identify functionally associated genes, we performed a gene ontology (GO) analysis and found genes relevant for the biological processes “myeloid leukocyte migration,” “extracellular matrix binding,” and “tissue remodeling” (Figure 1E). These genes include *Ccl2* (log2FC = 2.5, padj = 4.2 × 10^−7^) encoding a chemokine attracting peripheral blood monocytes and *Lgals3* (log2FC = 3.1, padj = 8.2 × 10^−10^) that has been described in disease-associated microglia and is responsible for interaction with the extracellular matrix (O'Koren et al., 2019; Boeck et al., 2020) (Figure 1D). Nevertheless, besides its known role in angiogenesis, *Spp1* was also the most highly expressed gene within all three biological processes GO terms, which prompted us to investigate its role in further detail (Figure 1E).

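The 3 terms in Figure 1E show 12 different genes, and all of them were increased DEG by limma. Their log2 fold changes ran from 1.88 for *Rab3d* to 6.89 for *Ccr7*. Among the genes shown for myeloid leukocyte migration, *Ccr7* had the largest standard error, at 1.57. It had 0 reads in CNV d3 replicate 4 and between 375 and 1376 normalized counts in the other CNV d3 samples, and 4 of the 6 control samples had 0 reads (adjusted p = 0.00895 from limma). For extracellular matrix binding, *Anxa2* rose from 405 ± 98.8 (SD, n = 6) to 1872 ± 555 (SD, n = 6) normalized counts, *Lgals1* from 83.7 ± 53.1 (SD, n = 6) to 1034 ± 418 (SD, n = 6) and *Ecm1* from 18.3 ± 19.2 (SD, n = 6) to 247 ± 75.1 (SD, n = 6). For tissue remodeling, *Ptger4* rose from 121 ± 87.9 (SD, n = 6) to 684 ± 270 (SD, n = 6) normalized counts. The call of *Ptger4* was the least stable (log2 fold change 3.47, standard error 1.03, adjusted p = 0.0370 from limma), because it remained a DEG in only 1 of the 12 fits that left out 1 sample. *Ccr2*, which is also in the list of monocyte genes, rose from 34.2 ± 46.6 (SD, n = 6) to 664 ± 543 (SD, n = 6) normalized counts and *Adam8* from 10.8 ± 8.91 (SD, n = 6) to 226 ± 93.4 (SD, n = 6). The exons of *Spp1*, *Cd74*, *Anxa2*, *Ecm1*, *Ptger4* and *Adam8* overlap those of other genes. All 12 genes were also increased DEG by edgeR and by DESeq2 on the recovered reads.

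**Figure D2:**
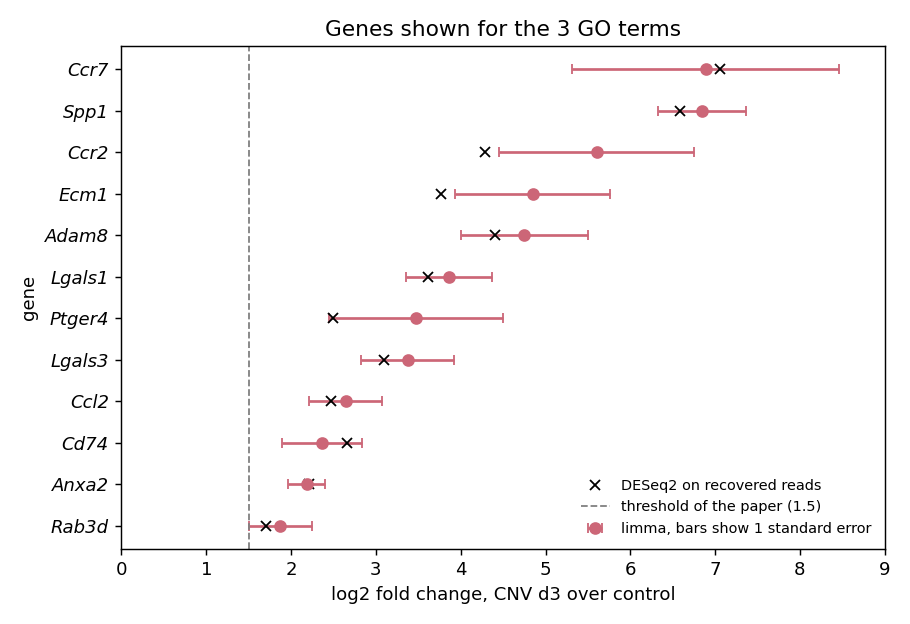
Log2 fold change of CNV d3 over control (horizontal axis) for the 12 genes shown for the 3 GO terms (vertical axis), from limma with bars of 1 standard error and from DESeq2 on the recovered reads (crosses). All values lie above the threshold of 1.5 (dashed line), with *Rab3d* lowest and *Ccr7* highest by limma.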

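*Ccl2*, on chromosome 11 of GRCm38 from 82035571 to 82037453 on the plus strand, had 533 ± 393 (SD, n = 6) normalized counts in control and 2957 ± 1634 (SD, n = 6) in CNV d3 microglia. Its log2 fold change was 2.64 (standard error 0.43, adjusted p = 0.000934 from limma). *Lgals3*, on chromosome 14 from 47367751 to 47386160 on the plus strand, rose from 183 ± 103 (SD, n = 6) to 1562 ± 616 (SD, n = 6) normalized counts, a log2 fold change of 3.38 (standard error 0.55, adjusted p = 0.000919 from limma). For both genes the lowest CNV d3 sample lay above the highest control sample, with 1521 against 1201 normalized counts of *Ccl2* and 661 against 301 of *Lgals3* (two-sided exact permutation test, p = 0.00216 for each). With each sample left out in turn, the log2 fold change stayed between 2.40 and 2.94 for *Ccl2* and between 2.82 and 3.60 for *Lgals3*.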

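By mean normalized counts in CNV d3, *Spp1* was in rank 1 of the 5 genes shown for each of the 3 terms. For extracellular matrix binding, the next gene was *Anxa2*, and for tissue remodeling *Ptger4*, *Rab3d* and *Ccr2* followed with means of 684, 674 and 664 normalized counts. In these 2 terms *Spp1* was the highest gene in all 6 CNV d3 samples. For myeloid leukocyte migration, *Cd74* was close to *Spp1*. *Spp1* was higher than *Cd74* in 3 of the 6 CNV d3 samples, and the log2 difference between the 2 genes was 0.40 ± 1.76 (SD, n = 6 samples), which was within the spread between samples (two-sided exact paired permutation test, in which 40 of the 64 ways to exchange the 2 genes within samples gave a mean difference as large). By the median in place of the mean, *Spp1* was in rank 1 of each term too. Without CNV d3 replicate 1, the mean of *Cd74* was above that of *Spp1* (15755 against 14931 normalized counts). The same held without CNV d3 replicate 5 (14301 against 12423), but not when any other single CNV d3 sample was left out. Among the increased DEG of each fit, the rank of *Spp1* was between 4 and 8 when each sample was left out in turn. From the rank of *Spp1* in all 3 terms, together with its known role in angiogenesis, the paper reasons that the gene should be studied further.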

**Figure 1:**
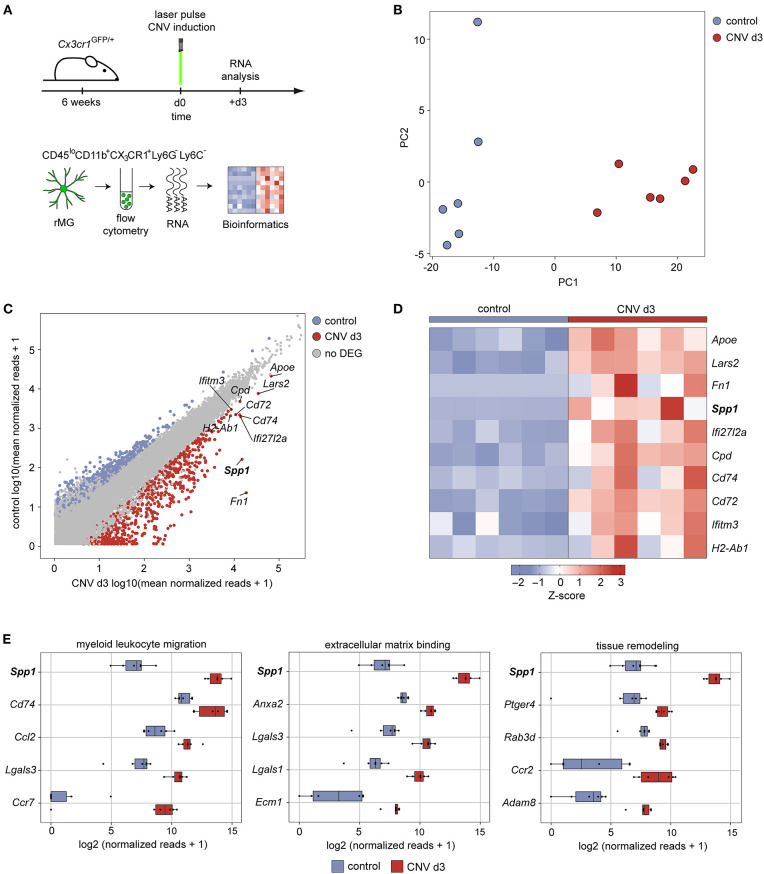
Expression of secreted phosphoprotein 1 increases upon experimental induction of choroidal neovascularization in mice. **(A)** Experimental scheme depicting the workflow for isolation of viable and single CD45^lo^CD11b^+^CX_3_CR1^+^Ly6C^−^Ly6G^−^ cells from the retina under healthy conditions and experimental choroidal neovascularization at d3 after induction for unbiased RNA-seq. Six focal argon laser burns were applied to each retina to induce microglia activation and subsequent choroidal neovascularization formation in mice (mCNV). **(B)** Principal component analysis of transcripts analyzed by RNA-seq. **(C)** Scatter plot using the log2 transformation of normalized counts visualizing differentially expressed genes between healthy conditions (y-axis) and experimental choroidal neovascularization on d3 after laser treatment (x-axis). The top 10 highest expressed genes are labeled. Definition of differentially expressed genes: abs(log2FC) > 1.5 & padjusted < 0.05. **(D)** Heatmap of the top 10 differentially expressed genes between healthy conditions and experimental choroidal neovascularization on d3 after laser treatment according to the mean expression in the laser group. The z-score represents the gene expression in relation to its mean expression by standard deviation units (red: upregulation, blue: downregulation). **(E)** Box plots illustrating the top five factors of the most disease-relevant GO terms ordered according to the mean expression in the laser group.

### Validation and Interference With SPP1 on the Protein Level in CNV Mice

To validate the expression of SPP1 protein we used conditional *Cx3cr1*^*CreER*^*:Rosa26-tdTomato* reporter mice to specifically label microglia in the CNV model (Goldmann et al., 2013; Wieghofer et al., 2015, in press). Eight weeks after Tamoxifen treatment to induce Tomato expression in retinal microglia, mice were laser-treated to induce CNV (d0) and sacrificed 3 days later for immunofluorescent staining and confocal imaging (Figures 2A,B). Here, we found numerous Tomato^+^ microglia cells expressing SPP1 and exhibiting an amoeboid appearance, which indicates an activated phenotype in contrast to their ramified state under homeostatic conditions (Figure 2B). Tomato^−^SPP1^+^ cells were present indicating that other cell types than microglia are also involved in CNV formation. In accordance with our RNA-seq data, a strong increase of SPP1 protein in whole CNV tissue was detectable by ELISA (CNV: 62.30 ± 6.90, control: 6.00 ± 2.03, *p* < 0.0001) (Figure 2C). These findings prompted us to inhibit SPP1 in the course of CNV development by an intravitreal administration of an anti-SPP1 antibody 1 day after CNV laser-induction. The contralateral eyes were treated with an IgG control (Figure 2D). The increase in lesion size was clearly visible over time by funduscopic imaging and showed severely enhanced vascular leakage under anti-SPP1 treatment visualized by angiography (Figure 2E). The quantification of the lesion size based on Collagen IV immunoreactivity revealed a more than 2-fold increase of the lesioned area (2.25 ± 1.05, *p* = 0.0004) in eyes treated with anti-SPP1 compared to IgG controls. Consequently, the intraocular application of anti-SPP1 antibodies suggested a protective, anti-angiogenic function of SPP1 during CNV formation (Figure 2E).

**Figure 2:**
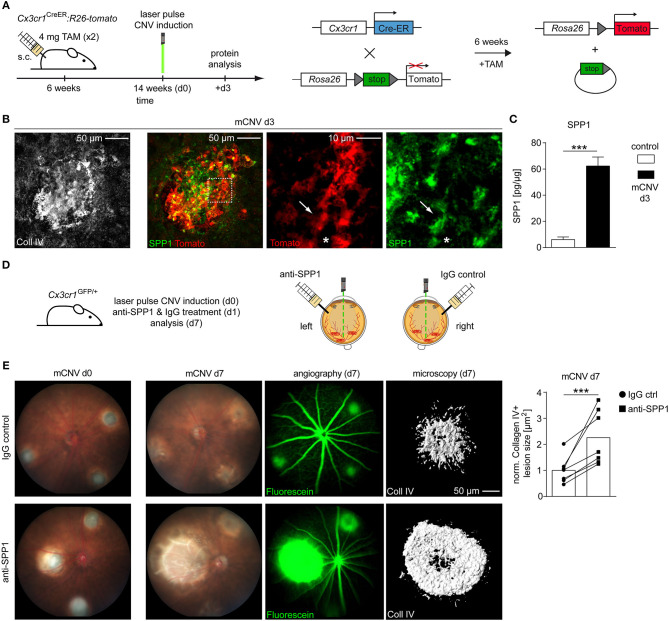
Interference with SPP1 on protein level changes the outcome of experimental choroidal neovascularization. **(A)** Experimental scheme. Six weeks old *Cx3cr1*^*CreER*^*:Rosa26-tdTomato* mice were exposed to TAM to induce microglia-specific Tomato labeling. Eight weeks later three focal argon laser burns were applied to each retina to induce microglia activation and subsequent choroidal neovascularization (mCNV). Mice were sacrificed at CNV d3 for immunofluorescence stainings. **(B)** Representative immunofluorescence images for collagen IV (white), Tomato (red), and SPP1 (green) in *Cx3cr1*^*CreER*^*:Rosa26-tdTomato* mice on d3 after CNV induction. Arrows point to a Tomato^+^SPP1^+^ rMG while asterisks indicate a Tomato^+^SPP1^−^ rMG. Representative pictures of seven mice out of two independent experiments are displayed. **(C)** SPP1 levels in lesioned RPE tissue (mCNV) of wildtype mice compared to untreated controls d3 after CNV induction as measured by ELISA (control: *n* = 7, CNV: *n* = 8 from two independent experiments). Bars represent means ± s.e.m. ***p < 0.0001, Unpaired *t*-test. **(D)** Experimental scheme. Choroidal neovascularization was laser induced at day 0 (d0) in *Cx3cr1*^*GFP*/+^ mice. At d1, 50 ng anti-SPP1 (dissolved in 1 μL PBS injection volume) was injected intravitreally into one eye and the same amount of IgG control antibody (again dissolved in PBS) into the contralateral eye. Mice were sacrificed at d7 after evaluation of fundus and fluorescence angiography. **(E)** Exemplary funduscopic image of lesions directly after laser burn-induced mCNV at day 0 (left) and d7 (right) under treatment with IgG control (top row) or anti-SPP1 antibody (bottom row). Fluorescence angiography indicates leakage of intraperitoneally applied Fluorescein. Representative Imaris reconstruction of collagen IV immunoreactivity and corresponding quantification of CNV size in mice that underwent laser treatment and subsequent injection of either anti-SPP1 into the left eye (squares) or IgG isotype controls into the right eye (circles). Each symbol represents the mean lesion size within one eye of one mouse, based on Collagen IV area of individual lesions imaged by confocal microscopy and normalized to the IgG control. Corresponding values from left and right eye are displayed as pairs. Bar graphs represent the overall mean value of seven mice in total. All values were normalized to the IgG control mean value. Bars represent mean ± s.e.m. ***p < 0.001, ratio paired *t*-test.

### SPP1 Expression in Mice Can Be Linked to Human Neovascular AMD

To generalize our findings, we next explored the expression of SPP1 in human CNV by conducting a *post-hoc* analysis of already available RNA-seq data from surgically extracted human membranes of choroidal neovascularization (hCNV) (Figure 3A) (Schlecht et al., 2020). Interestingly, also in human CNV, *SPP1* was one of the most prominent upregulated angiogenic genes when compared to healthy controls (CNV: 18.41 ± 11.38 reads, controls: 0.70 ± 0.64 reads, *padj* = 0.019) (Figure 3B). Next, we investigated the expression of SPP1 protein in human body donor tissue as compared to human CNV membranes by immunofluorescence (Figure 3C). In retinal IBA1^+^ microglia, SPP1 was barely detectable in healthy control tissue, which is in line with previous studies (Masuda et al., 2019) (Figure 3C). Only in the choroid, a faint staining for SPP1 was observed in IBA1^+^ macrophages, whereas in CNV tissue a strong expression of SPP1 was detected in IBA1^+^ cells. Non-myeloid IBA1^−^SPP1^+^ cells were also present at the site of the lesion, similar to our findings in mice (Figures 2B, 3C). Overall, we found comparable expression of *SPP1* RNA and SPP1 protein in both murine and human tissue samples, suggesting a functional relevance of the molecule in CNV formation.

**Figure 3:**
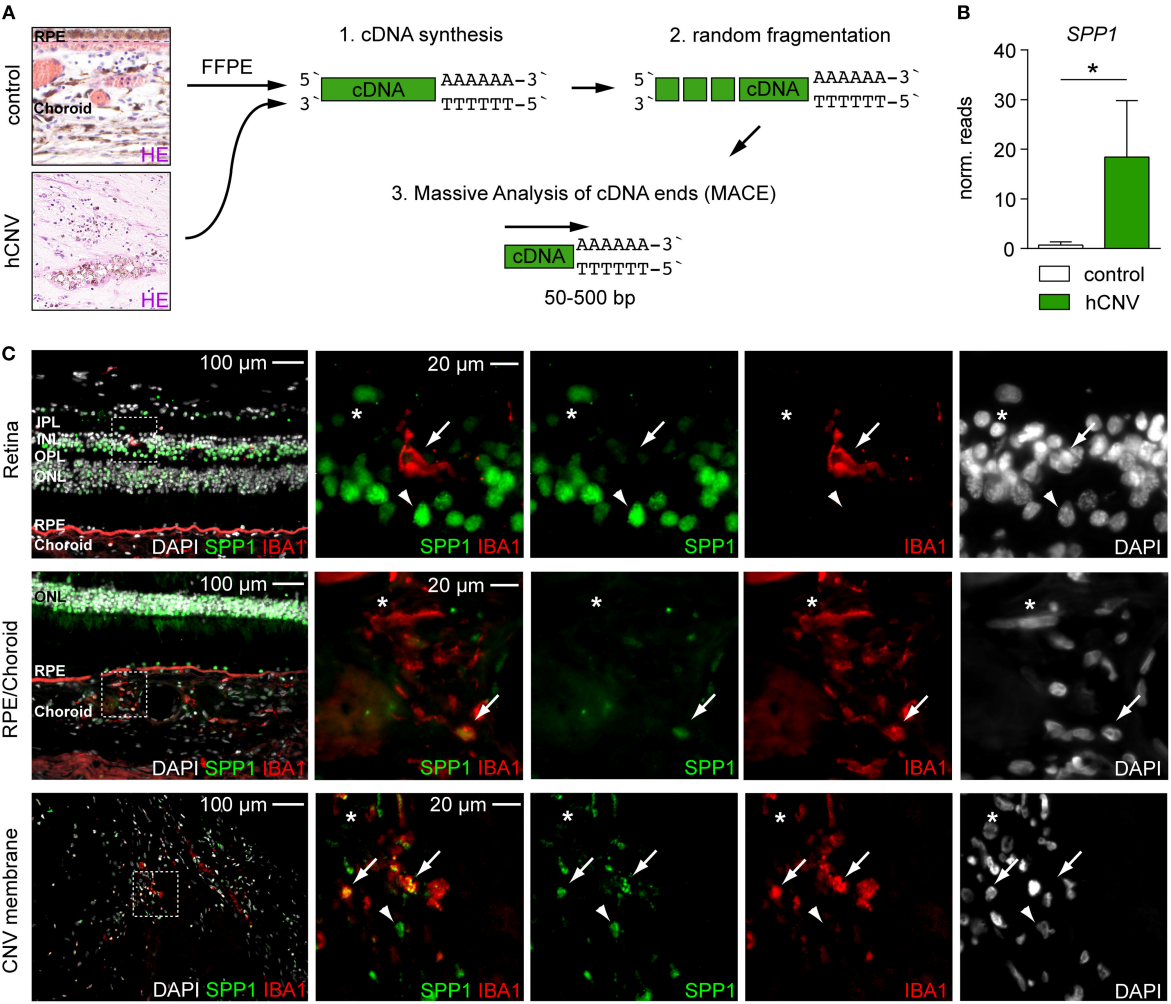
Quantitative RNA-seq analysis and immunofluorescence reveal the presence of SPP1 in human CNV tissue. **(A)** Experimental scheme. RNA was extracted from formalin-fixed and paraffin-embedded human healthy choroid and CNV membranes for massive analysis of cDNA ends (MACE) RNA-seq analysis. Retinal pigment epithelium is abbreviated with RPE. **(B)** *SPP1* expression was quantified by RNA-seq (MACE) in four control samples and four CNV membranes (*p* = 0.019). Bars represent mean ± s.e.m. **(C)** Immunofluorescence for DAPI (white), SPP1 (green), and IBA1 (red) in the retina and RPE/choroid of one body donor and in a CNV membrane of a patient diagnosed with neovascular age-related macular degeneration. IBA1^+^SPP1^+^ macrophages (arrow) could be found in both healthy RPE/choroid and CNV membranes in line with the RNA-seq (MACE) results, next to IBA1^+^SPP1^−^ macrophages (asterisk). Arrowheads point to IBA1^−^SPP1^+^ cells. Dashed white squares indicate the region of interest shown as magnifications on the right side. The layering is indicated for the inner and outer plexiform layer (IPL, OPL), inner and outer nuclear layer (INL, ONL), retinal pigment epithelium (RPE), and choroid.

## Discussion

Retinal microglia cells are key players in the modulation of disease course and severity across disease models including retinal degeneration, diabetic retinopathy, retinal light damage, and CNV (O'Koren et al., 2019; Van Hove et al., 2020; Wieghofer et al., in press). The concept of disease-associated microglia (DAM), initially introduced for brain disease models involving microglia activation, was recently successfully applied to retinal microglia (Keren-Shaul et al., 2017; O'Koren et al., 2019; Wieghofer et al., in press).

Single-cell RNA-seq (scRNA-seq) of fresh tissue samples is advantageous to characterize subtypes of all kinds of cell types. However, fresh human CNV tissue is not available as surgical CNV extraction became obsolete due to novel treatment strategies and archived samples are not amenable to scRNA-seq preparation (Masuda et al., 2019, 2020; Schlecht et al., 2020). To compare gene expression signatures across species, we applied bulk RNA-seq approaches on experimentally induced murine and archived human choroidal neovascularization tissue samples.

Gene expression profiling of retinal microglia by RNA-seq revealed a CNV-associated phenotype clearly distinguishable from the profile of retinal microglia in untreated control mice. Significant changes were observed for transcripts functionally relevant in fibrosis (*Fn1*), antigen-presentation (*Cd74, H2-Ab1*), myeloid cell migration (*Cd74, Ccl2, Lgals3*), phagocytosis (*Lgals3*), and inflammation (*Ifi27I2a, Ifitm3, Lgals3*). With regard to antigen presentation, we recently demonstrated that *Cd74* is not expressed in retinal microglia under homeostatic conditions but induced together with *H2-Aa*, encoding MHCII, upon CNV induction, which is in line with the present study (Wieghofer et al., in press). Of note, the induced expression of MHCII (*H2-Aa*) was also confirmed on the protein level in mice and in human CNV membranes (Wieghofer et al., in press). The observed increase of *Apoe* expression further supports the induction of the DAM gene expression signature mediated by binding to the triggering receptor of myeloid cells 2 (TREM2), like it was shown in the brain (Song and Colonna, 2018). Furthermore, *Apoe* was highly expressed in DAM in a model of retinal light damage and, most importantly, in mononuclear phagocytes in the subretinal space in AMD patients (Levy et al., 2015a,b; O'Koren et al., 2019). In another study, SPP1 was found to be key for the promotion of macrophage survival in the subretinal space in the CNV model (Beguier et al., 2020).

The highly significant induction of *Spp1* in retinal microglia points to this gene as a key mediator of CNV pathology, which could be functionally associated with three major hallmarks of the CNV model: angiogenesis, macrophage recruitment, and tissue remodeling of the extracellular matrix (Tobe et al., 1998; Lambert et al., 2013). Also in a murine model of light-induced neurodegeneration, *Spp1* was highly induced in a specific microglial cluster that also expressed *Lgals1* and *Lgals3* as distinctive marker for subretinal DAM (O'Koren et al., 2019).

In line with previous CNV studies, the lesion size was affected by varying degrees in *Spp1*^−/−^ mice or after systemic application of an antibody directed against SPP1 (Fujita et al., 2011; Ong et al., 2011; Beguier et al., 2020). In these experiments, which are based on systemic inhibition of SPP1, CNV size is decreased (Fujita et al., 2011; Ong et al., 2011), whereas in the current study, local inhibition of SPP1 by antibodies leads to larger lesions. This can be explained by several factors. The systemic inhibition of SPP1 not only leads to smaller lesions but also to severe changes in the hematopoiesis of myeloid cells in the bone marrow, which, as previously shown, is reflected by a reduced number of the monocyte-macrophage dendritic cell progenitors (MDP) (Magdaleno et al., 2018). A systemic treatment could thereby alter the overall composition of myeloid cells in the blood, finally leading to lower numbers of recruited macrophages and smaller lesions (Fujita et al., 2011). In the clinical routine an antibody against vascular endothelial growth factor (VEGF) is applied intravitreally in patients suffering from neovascular AMD to achieve high local concentration and reduce the possibility of side effects. Therefore, we administered anti-SPP1 in a more specific approach by applying it locally into the eye to minimize its influence on peripheral immune compartments. In a recent study, the same antibody was successfully applied *in vivo* proving its suitability and bioactivity after intravitreal injection (Beguier et al., 2020) besides its use *in vitro* (Hosaka et al., 2017; Hulsmans et al., 2018). Despite the same mode of application in the CNV model, anti-SPP1 was only given in combination with other factors, and the significantly differing treatment regimen with respect to dosage, time points, and frequency of applications together with a later time point of analysis after CNV does not allow a direct comparison (Beguier et al., 2020). In contrast to previous studies including CNV experiments in constitutive *Spp1*^−/−^ mice, we found a more than 2-fold increase in lesion size at CNV d7 with anti-SPP1 treatment (Ong et al., 2011). Our findings support a protective function of SPP1 during CNV development that could be mediated at the level of myeloid cells but also through other sources of SPP1 (Lok and Lyle, 2019). Several studies point toward a microglia-related effect. First, this is supported by the fact that microglia were shown to be the predominant myeloid cell type at the lesion site (Wieghofer et al., in press) and their expression of SPP1 upon CNV induction, as confirmed on RNA and protein levels. Furthermore, treatment with SPP1 *in vitro* revealed functionally relevant changes in microglia response to external stimuli (Tambuyzer et al., 2012; Patouraux et al., 2014; Rabenstein et al., 2016). In LPS-stimulated microglia, the production of pro-inflammatory cytokines, like IL-6 and TNFα, was significantly reduced under SPP1 treatment, thereby promoting an anti-inflammatory phenotype (Rabenstein et al., 2016). In addition, the presence of SPP1 significantly improved the survival of microglia under stress conditions and increased the phagocytic activity of microglia *in vitro* (Tambuyzer et al., 2012; Rabenstein et al., 2016). A dose-dependent decrease in superoxide production was found, as well, which is in line with an increase of iNOS expression upon SPP1 decrease in a macrophage cell line (Tambuyzer et al., 2012; Patouraux et al., 2014). In the same study, the authors could reverse the SPP1-mediated increased proliferation rate of microglia by applying an anti-OPN antibody *in vitro* (Tambuyzer et al., 2012), which resembles our antibody-mediated interference with SPP1 in the experimental CNV model. Of note, secreted SPP1 stimulates macrophages to produce CCL2, which was also detected in CNV-associated retinal microglia and acts as a potent chemokine for the recruitment of peripheral myeloid cells (Rowe et al., 2014). These cells could further modulate angiogenesis but represent only a fraction of the overall myeloid cell composition dominated by microglia (Wieghofer et al., in press). However, if the aforementioned *in vitro* observations in microglial biology would apply to the *in vivo* situation, the blockage of SPP1 would have an escalating effect on the basic functions of microglia, like pro-inflammatory cytokine and production of reactive oxygen species, leading to a worsening of tissue damage at the lesion site. The availability of conditional CreERT2 deleter strains targeting microglia like the *Cx3cr1*^CreER^ mouse model opens not only the possibility to label microglia specifically but also create conditional knockout mice (Droho et al., 2020; Wieghofer et al., in press). This strategy was successfully applied in the past and will decipher microglial functions in a much more specific setting in the future (Lückoff et al., 2016; Wolf et al., 2020).

Beside the observed role of microglia, we cannot completely rule out a functionally relevant effect of the anti-SPP1 treatment on other non-myeloid cells. For example, SPP1 is also expressed by endothelial and smooth muscle cells and loss of stroma-derived SPP1 led to enhanced tumor progression in mice (O'Brien et al., 1994; Szulzewsky et al., 2017). Interestingly, the interaction of a CD44v6 splice variant, acting as a receptor for SPP1, with VEGF receptor 2 (VEGFR2) on endothelial cells suggests an interference with SPP1 signaling across cell types (Tremmel et al., 2009). Furthermore, our study shows a considerable expression of SPP1 in human retinal neurons, which is consistent with findings in rat retina (Chidlow et al., 2008). Thus, an indirect effect of anti-SPP1 treatment via modulation of the SPP1 pathway in neurons cannot be excluded. RNA-seq analysis of whole human CNV membranes revealed *SPP1* as one of the most highly regulated genes within the disease-relevant GO terms “extracellular structure organization” and “response to wounding,” similar to our findings in mice (Schlecht et al., 2020). Our immunofluorescent analysis revealed that SPP1 was predominantly expressed in IBA1^+^ mononuclear phagocytes in human CNV, which strongly resembled the situation present in the murine experimental CNV model, suggesting a highly conserved phenomenon across species. Given the increasing expression of SPP1 in human microglia with age (Sankowski et al., 2019), the SPP1 signaling pathway in MG may modulate CNV development in patients with neovascular AMD and therefore represent a therapeutic target in the future.

Taken together, this study shows that Spp1 is significantly expressed at RNA and protein level in murine and human CNV. The intravitreal application of anti-SPP1 antibodies led to increased CNV lesion size suggesting an anti-angiogenic effect of SPP1. Our results provide new insights into the biology of retinal microglia during health and CNV formation and open new avenues for the treatment of ophthalmological diseases like neovascular AMD.

## Materials and Methods

### Mice

In this study, C57BL/6J mice were used as wildtype (WT) mice. All transgenic lines [*Cx3cr1*^*GFP*/+^, *Cx3cr1*^*CreERT*2^, and *Rosa26-fl-stop-fl*-t*dTomato* (*Rosa26-tdTomato*)] were bred on a C57BL/6J background under specific pathogen-free conditions and devoid of *Crb1* (*RD8*) mutations. *Cx3cr1*^*CreERT*2^ were crossed to *Rosa26-tdTomato*. All animal experiments were approved by local administration and were performed in accordance with the respective national, federal, and institutional regulations.

### Tamoxifen Treatment

For induction of the nuclear CreER-T2 recombinase activity in adult animals, 6–8-week-old *Cx3cr1*^*CreER*^ mice were treated with 4 mg Tamoxifen (TAM, T5648-1G, Sigma-Aldrich, Taufkirchen, Germany) dissolved in 200 μl corn oil (Sigma-Aldrich, C8267-500 ml) and injected subcutaneously at two time points 48 h apart.

### Laser-Induced Choroidal Neovascularization Model

Mice were anesthetized with a mixture of ketamine (100 mg/kg) and xylazine (6 mg/kg), and pupils were dilated with a combination of 0.5% tropicamide and neosynephrine-POS 5%. Corneal gel was applied to maintain hydration of the cornea and reduce media opacifications. Mice were placed in front of an argon laser (VISULAS 532s, ZEISS) after the pupils were completely dilated. A cover slip with a drop of gel was placed on the eye as a contact lens to convert the curved cornea into a planar surface. Three laser burns at equal distance from the optic disc were induced by an Argon laser with a wavelength of 532 nm, a power of 150 mW, a fixed diameter of 100 μm, and duration of 100 ms. Only burns that produced a bubble as a sign for retinal pigment epithelial rupture were included in the study. For immunohistochemical analyses, three laser burns were applied per eye. For molecular analyses (RNA sequencing and ELISA) six laser burns were applied per eye to maximize the enrichment with diseased tissue. Prior to tissue processing, the peripheral part of the retina (RNA sequencing) or choroid (ELISA) was removed with small scissors to use only the central part of the respective tissue (containing the laser lesions) for analyses. Control eyes without laser treatment were dissected in the same way. After laser treatment, mice were then placed on a pre-warmed warming plate at 35°C until they had recovered from anesthesia.

### Antibody Treatment During Laser-Induced Choroidal Neovascularization

Choroidal neovascularization was laser-induced at day 0 (d0) in *Cx3cr1*^*GFP*/+^ mice, as described above, with the following variations (Tobe et al., 1998). At d1 mice received an intravitreal injection of 50 ng anti-SPP1 (R&D Systems, AF808) solved in 1 μL PBS in one eye, whereas the same amount of IgG control antibody was injected in the same PBS volume in the contralateral eye (Nanofil Syringe 10 μl equipped with Nanofil 34 G needle, World Precision Tools, Sarasota, USA). Mice were sacrificed at d7 after performing fundus imaging and fluorescence angiography (Fluorescein (ALCON 10%, H12588-0113) was diluted 1: 20 with 0.9% NaCl and 40 μL per 20 g mouse were injected). After enucleation, eye cups were dissected to perform a collagen IV staining for the evaluation of the lesion size in the flat-mounts. Animals with subretinal bleedings or confluent lesions were excluded from further analysis. Lesion area was normalized to the size in IgG control. Normality was given using the Kolmogorov-Smirnov-Test and a ratio paired *t-*test was applied.

### Fluorescence Microscopy

After transcardial perfusion with phosphate-buffered saline (PBS), eyes were fixed in 4% PFA for 1 h at RT and processed, as previously described, for flatmounts (Pitulescu et al., 2010). Primary antibodies goat anti-mouse Collagen IV (Merck Millipore, MAB769, Burlington, USA) and rabbit anti-mouse SPP1 (LifeSpan Biosciences, LSBio, LS-B10122, Inc., Seattle, USA) were added overnight in a 1:500 (Collagen IV) or 1:1,000 (SPP1) dilution at 4°C (flatmount). Secondary antibody was applied in a dilution of 1:500 (Alexa Flour® 488 and Alexa Fluor® 647, Thermo Fisher Scientific, Waltham, USA) overnight at 4°C (flatmount). Images were taken using a conventional fluorescence microscope (Olympus BX-61 with a color camera [Olympus DP71]) (Olympus, Tokyo, Japan) and the confocal pictures were taken with a DMi-8 (Leica) with a 20x NA 0.75 CS2 (Leica 506517).

### Protein Analysis

Proteins were isolated from choroidal tissue using RIPA buffer (R0278, Sigma) containing protease (Complete Tablets Mini, 0463159001, Roche) and phosphatase inhibitors (Phosstop, 04906845001, Roche). The amount of recovered protein was evaluated by colorimetric assay (BCA kit; Pierce, Rockford, IL). Content of SPP1 (Osteopontin) in 1.25 μg of purified protein was analyzed by using an Osteopontin Mouse ELISA Kit (Thermo Fisher Scientific) according to the manufacturer's instructions.

### RNA Sequencing and Analysis

*Cx3cr1*^GFP/+^ mice were analyzed at the age of 8 weeks. For isolation of microglia, cells were stained with antibodies against CD45 (30-F11, 103133, BioLegend, San Diego, CA, USA), CD11b (M1/70, 17-0112-83, eBioscience, Thermo Fisher Scientific), Ly6C (AL-21, 45-5932-82, eBioscience, Thermo Fisher), and Ly6G (1A8, 551460, BD Pharmingen, BD Biosciences). FVD780 (eBioscience) was used to exclude dead cells. Total bulk RNA was extracted directly into RNAprotect buffer (QIAGEN, Hilden, Germany) from viable FACS-sorted CD45^lo^CD11b^+^CX3CR1^+^Ly6C^−^Ly6G^−^ retinal microglia according to the “Purification of total RNA from animal and human cells” protocol of the RNeasy Plus Micro Kit (QIAGEN). In brief, cells were stored and shipped in RNAprotect buffer at 2–8°C. After pelleting, the RNAprotect buffer was replaced by RLT Plus buffer (QIAGEN) and the samples were homogenized by vortexing for 30 s. Genomic DNA contamination was removed using gDNA Eliminator spin columns. Next, ethanol was added and the samples were applied to RNeasy MinElute spin columns followed by several wash steps. Finally, total RNA was eluted in 12 μl of nuclease free water. Purity and integrity of the RNA was assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Pico LabChip reagent set (Agilent, Palo Alto, CA, USA).

The SMARTer Ultra Low Input RNA Kit for Sequencing v4 (Clontech Laboratories, Inc., Mountain View, CA, USA) was used to generate first strand cDNA from 150 to 600 pg total-RNA. Double-stranded cDNA was amplified by LD PCR (12–14 cycles) and purified via magnetic bead clean-up. Library preparation was carried out, as described in the Illumina Nextera XT Sample Preparation Guide (Illumina, Inc., San Diego, CA, USA). Then, 150 pg of input cDNA were tagmented (tagged and fragmented) by the Nextera XT transposome. The products were purified and amplified via a limited-cycle PCR program to generate multiplexed sequencing libraries. For the PCR step 1:5 dilutions of index 1 (i7) and index 2 (i5) primers were used. The libraries were quantified using the KAPA SYBR FAST ABI Prism Library Quantification Kit (Kapa Biosystems, Inc., Woburn, MA, USA). Equimolar amounts of each library were pooled, and the pools were used for cluster generation on the cBot with the Illumina TruSeq SR Cluster Kit v3. The sequencing run was performed on an HiSeq 1000 instrument using the indexed, 50 cycles single-read (SR) protocol and the TruSeq SBS v3 Reagents according to the Illumina HiSeq 1000 System User Guide. Image analysis and base calling resulted in.bcl files, which were converted into.fastq files with the bcl2fastq v2.18 software. RNA extraction, library preparation and RNA-seq were performed at the Genomics Core Facility “KFB—Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany).

Sequencing data were uploaded to and analyzed on the Galaxy web platform (usegalaxy.eu) (Afgan et al., 2018), as previously described (Boneva et al., 2020). Quality control was performed with FastQC Galaxy Version 0.72 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ last access on 07/30/2020). Reads were mapped to the mouse reference genome [Gencode (Frankish et al., 2019), version M25] with RNA STAR (Dobin et al., 2013) Galaxy Version 2.7.2b (default parameters) using the Gencode main annotation file [Gencod (Frankish et al., 2019), version M25]. Two BAM files for each sample (one for each flow cell) were combined in one BAM file per sample using Merge BAM files Galaxy Version 1.2.0. Reads mapped to the mouse reference genome were counted by featureCounts Galaxy Version 1.6.4 (Liao et al., 2014) (default parameters) using the aforementioned annotation file. The output of featureCounts was imported into R Studio (Version 1.2.1335, R Version 3.5.3). Gene symbols were determined based on ENSEMBL (Yates et al., 2020) release 100 (Mouse genes, download at 08/01/2020). Genes with 0 reads in all samples were removed from the analysis. After principal component analysis (Love et al., 2014), differential gene expression was analyzed using the R package DESeq2 Version 1.22.2 (default parameters) (Love et al., 2014). Transcripts with log2fold change (log2FC) > 1.5 or < −1.5 and Benjamini-Hochberg adjusted *p* < 0.05 were considered as differentially expressed genes (DEG). Gene enrichment analysis was performed using the R package clusterProfiler 3.10.1 (Yu et al., 2012). Heatmaps were created using the R package ComplexHeatmap 1.20.0 (Gu et al., 2016). Other data visualization was performed using the ggplot2 package (Wickham, 2009). The sequencing data are available in the Gene Expression Omnibus Database under the accession number GSE160011.

### RNA Sequencing Using Massive Analysis of cDNA Ends (MACE)

Total RNA was isolated from formalin-fixed and paraffin-embedded (FFPE) sections of all specimens using the Quick-RNA FFPE Kit (Zymo Research, USA). Following a DNAse I digestion using the Baseline-ZERO kit (Epicenter, USA), the RNA concentration was measured with the Qubit RNA HS Assay Kit on a Qubit Fluorometer (Life Technologies, USA). The RNA quality was determined with the RNA Pico Sensitivity Assay on a LabChip GXII Touch (PerkinElmer, USA). The fragment size of all RNA samples ranged between 120 and 150 bp. The preparation of massive analysis of cDNA ends (MACE) libraries was carried out using 1 μg of total RNA, as previously described (Zajac et al., 2015). The barcoded libraries (four CNV membranes and four control samples) were sequenced simultaneously on the NextSeq 500 (Illumina, USA) with 1 × 75 bp. Data analysis was conducted as described above with the following modifications: Reads were mapped to the human reference genome (hg38, Galaxy built-in reference genome) with RNA STAR Galaxy Version 2.6.0b-2 6 (default parameters) using the Gencode annotation file (Gencode 31, release June 2019, downloaded on 08/05/2019, https://www.gencodegenes.org/human/releases.html). The sequencing data are available in the Gene Expression Omnibus Database under the accession number GSE146887.

### Human Tissue

Whole human eyes (ciliary body melanoma) or eye tissue (CNV membrane) were acquired after an informed consent form was signed by the patients prior to surgery at the Eye Center, University Medical Center Freiburg. At the Institute of Anatomy, eyes were enucleated in consent with the body donors, secured by contract, and no data other than age, sex, and cause of death were disclosed. MACE RNA Sequencing was performed on four FFPE-treated CNV membranes extracted from patients with neovascular AMD during vitreoretinal surgery between 1992 and 1999. Four age-matched FFPE RPE-choroidal specimens were obtained from the macular region of enucleated eyes suffering from ciliary body melanoma serving as controls. The macular RPE and choroid was unaffected in these eyes as confirmed by routine histology. FFPE tissue was sliced with 7 μm thickness and placed on glass slides. For immunofluorescence, deparaffinization (15 min xylol followed by descending ethanol concentrations with 5 min per concentration [100, 96, and 70%]) was conducted, followed by adding aqua dest at room temperature and citrate buffer (pH = 6) for 2 × 5 min at 95°C. After washing 3 × 10 min with PBS TritonX 0.3% (PBS-T), blocking solution (PBS-T, 5% goat serum) was applied for 30 min at RT. Primary antibodies (IBA1, 234 013, Synaptic Systems; mouse-anti human SPP1/Osteopontin, LS-C169155, clone 7C5H12, LifeSpan BioSciences, Inc., Seattle, USA) were diluted in PBS 0.5% bovine serum albumine (BSA) for incubation overnight at 4°C. After washing with PBS-T, slides were incubated with secondary antibodies goat anti-mouse Alexa Fluor® 647 and goat anti-rabbit Alexa Fluor® 568 for 1 h at RT. After washing with aqua dest, autofluorescence was quenched with Sudan Black B (0.3% in 70% ethanol overnight stirring at 50°C, filtrated twice and incubated for 5 min at 37°C on the slides) and nuclei were counterstained with 4′,6-Diamidin-2-phenylindol (DAPI) 1:10,000 for 10 min, washed three times with aqua dest, and embedded in Fluorescence Mounting Medium (Agilent Dako).

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, USA). Data were tested for normality applying the Kolmogorov–Smirnov test. If normality was given, an unpaired *t-*test was applied, if not indicated otherwise. If the data did not meet the criteria of normality, the Mann–Whitney test was applied. Differences were considered significant when *P* < 0.05.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160011.

## Ethics Statement

The studies involving human participants were reviewed and approved by Ethics committee of the University of Freiburg. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Regierungspräsidium Freiburg i. Br.

## Author Contributions

AS, PZ, AT, D-DR, and PW conducted experiments and analyzed data. SB provided CNV tissue and human RNA-seq data. JW analyzed bulk RNA-seq data. PW wrote the manuscript with support from AS, SB, GS, and CL. CL and PW supervised the project. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

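Retinal microglia sorted from 6 samples on day 3 after laser treatment (CNV d3, 6 burns per eye) and from 6 unlasered control samples were compared. The methods and the labels give the age of the mice as 8 weeks, and the scheme in Figure 1A shows 6 weeks. The other experiments of the paper were not analysed here. The conditions and replicate numbers came from the labels of the samples and the methods of the paper. All control samples and CNV d3 replicate 4 were listed in 2 parts and counted as 1 sample each, while the methods state that 2 BAM files were merged for each sample. The labels name C57BL/6J mice and cells positive for CD45, where the paper names *Cx3cr1* GFP/+ mice and cells low for CD45.

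The authors mapped the reads with STAR to the mouse genome with Gencode M25, merged the BAM files of each sample, counted reads per gene with featureCounts at default parameters and removed genes with 0 reads in all samples. The deposited signal of each sample is the read count of a gene divided by the size factor that DESeq2 gave the sample, and the deposited means of each group are means of these values. The authors also deposited the log2 fold change of each gene and its adjusted p-value from DESeq2. These 2 columns were used only to set the authors' calls beside the calls made here.

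The values are not counts, and a design fixed before the data were examined had foreseen counts, with edgeR as the main tool, or limma on log2(value + 1) for normalized values. The main comparison was therefore made with limma 3.58.1 in R 4.3.3, with a pseudocount of 1, a moderated variance that follows the mean, and no filter beyond that of the authors, over 27299 genes. DEG had an absolute log2 fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Every value of a sample was a whole multiple of its smallest value (100% of the values in all 12 samples), so the reads were recovered by multiplying by the size factor. On these reads, edgeR 4.0.16 with TMM normalization called 839 increased and 281 decreased DEG, and DESeq2 1.42.0 called 908 and 572. All 3 tools were tested on simulated data, in which counts were drawn for 25737 genes and 200 of them were changed by a log2 fold change of 3. At the thresholds of the paper, limma recovered 142 of the 200 genes with 1 false call, edgeR 158 with 6 and DESeq2 171 with 47. The 200 genes were drawn from those with a mean of at least 10 normalized counts, and as many were raised as lowered. In the real data, 638 of the 1068 increased DEG had a control mean under 10, so these rates need not hold for them.

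The total number of reads on genes was between 10963178 and 29523018 per sample. The value of 1 read was between 0.739 and 1.99 normalized counts, and 3 reads were taken as the smallest signal a sample can show. Reads were copied by PCR without molecular identifiers, so such a floor covers counting error only.

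Single genes and marker list scores were compared by two-sided exact permutation tests over all ways to label 6 of 12 samples. The score of a list was the mean of log2(normalized counts + 1) over its genes. The 18 lists were written before the data were examined, and the scores were adjusted over the lists. Principal component analysis used the 500 genes of highest variance, centred. Correlations within CNV d3 used exact permutation of the 6 pairings. The groups share replicate numbers from 1 to 6 in the labels, which name no pairing of the mice, so the replicate number was used as a block only as an alternative.

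The genes named are those the paper names for this experiment, the 5 increased DEG with the highest mean in CNV d3, the 5 decreased DEG with the highest mean in control, the 5 increased and 5 decreased DEG with the largest log2 fold change among those whose groups do not overlap, and genes of the marker lists where a list is reported. Other genes were chosen after their values were seen and are said to be so. Coordinates came from Gencode release M21, which is on GRCm38 as is the M25 release of the authors, and 27238 of the 27299 genes were matched by Ensembl identifier. The full gene lists of the GO terms were not at hand, so only the genes shown in Figure 1E were ranked.

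Alternatives were other normalizations, other filters on low counts, other pseudocounts, edgeR, DESeq2 and limma voom on the recovered reads, stricter and looser thresholds, the replicate block, and leaving out each sample. Added after the data were examined were a comparison with 3 CNV d3 samples, a covariate for reads of *Ddx3y*, limma with no trend, thinning of all samples to the shallowest one, a correction for GC content and transcript length, and a count of protein-coding genes alone. Of these, the thinning had been set before the data were examined as a test of the number of DEG, and the correction was chosen before its own result was seen. Analysis of the first part of a sample alone was not run, because the parts are merged in the values.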

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

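The comparison of the Y chromosome and X inactivation lists between the groups and the relation of *Spp1*, *Fn1*, *Cd74* and *H2-Ab1* to the monocyte list were set before the data were examined, and all other tests in this part were chosen only after the result was seen. The text of the paper reports no comparison of the lists of Y chromosome, cell cycle or monocyte genes, of the share of non-coding genes among the DEG, or of genes with 0 reads in single samples.

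*Ddx3y*, a gene of chromosome Y chosen after its values were seen, had 1240 normalized counts in CNV d3 replicate 4, 1450 in replicate 5 and 1239 in replicate 6. It had 0 reads in the other 3 CNV d3 samples and in all 6 control samples. *Xist*, which is transcribed from the inactive X chromosome, had between 3116 and 5245 normalized counts in CNV d3 replicates 1 to 3 and between 6522 and 9795 in the control samples. The paper does not state the sex of the mice. A mixture of male and female cells in the 3 samples is not borne out, because their highest *Xist* value was 0.866. The list of X inactivation genes differed between the groups (lower by 5.28 log2 units, adjusted exact permutation p = 0.00866, lower than all controls in 5 of 6 CNV d3 samples). The list of Y chromosome genes did not pass the adjustment (difference 4.93, adjusted exact permutation p = 0.0682). Its score was above 0 in only 4 of 6 CNV d3 samples, where the smallest possible exact permutation p is 0.0606 before adjustment. This list therefore could not pass, and the result does not speak against a difference in sex. On the recovered reads, edgeR and DESeq2 called *Ddx3y* increased (adjusted p = 0.00995 and 8.08e-15), while limma did not (adjusted p = 0.110). If sex made the number of DEG, the 3 CNV d3 samples with *Xist* and without *Ddx3y* reads would give fewer DEG against the 6 controls than other choices of 3. They gave 690 DEG, and 12 of the 20 choices of 3 CNV d3 samples gave as few or fewer, over a range from 490 to 988. Of the 690 DEG, 586 were also DEG in the same direction with all samples. The log2 fold change of *Spp1* with these 3 samples was 6.78 (adjusted p = 0.00241 from limma, where the alternatives run for this gene ranged from 3.68e-25 to 0.0451). Of the 21 genes the paper names, 10 were increased DEG with these 3 samples and 11 were not, namely *Cd74*, *H2-Ab1*, *Ifitm3*, *Ccl2*, *Lgals3*, *Cpd*, *Ecm1*, *Ptger4*, *Rab3d*, *Ccr2* and *H2-Aa*. Over the 20 choices of 3 CNV d3 samples, between 6 and 17 of the 21 genes were increased DEG, and 13 of the choices gave 10 or fewer. Leaving out the samples with *Ddx3y* reads thus lowered the number of DEG no more than leaving out other samples did. Nearly all other choices mix samples with and without *Ddx3y* reads. Mixing widens the spread of genes that differ by sex and can lower their calls, so this test cannot exclude a contribution of sex. All control samples had *Xist* and no *Ddx3y* reads, so the comparison of all samples does not by itself part an effect of sex from one of laser treatment. With reads of *Ddx3y* as a covariate and all samples kept, 684 increased and 189 decreased DEG were found, against 1068 and 293 without it. The covariate sets apart the same 3 CNV d3 samples, so this drop cannot be assigned to sex or to another difference of these samples. With the covariate, 18 of the 21 genes the paper names, *Spp1* among them, were increased DEG, and *H2-Ab1*, *Cpd* and *Ptger4* were not.

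The list of 18 cell cycle genes was higher in CNV d3 by 5.73 log2 units (adjusted exact permutation p = 0.00779, higher in 6 of 6 samples than in all controls), and all 18 genes were increased DEG. *Mki67* and *Top2a*, named here after their values were seen, had log2 fold changes of 7.37 (standard error 1.13) and 7.81 (standard error 1.24) by limma. On the recovered reads, edgeR gave 5.31 and 5.21 and DESeq2 5.33 and 5.23. After all samples were thinned to the reads of the shallowest one, the difference was 5.44, so depth does not account for it. Within CNV d3, the list rose with the list of monocyte genes (Pearson r = 0.86, exact permutation p = 0.0319, Spearman's rho = 0.77, exact permutation p = 0.103, r = 0.74 without the 2 samples farthest from the median). A hypothesis is that dividing cells are present at CNV d3, but dividing microglia cannot be told apart from other dividing cells that may have entered the sorted cells.

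The list of 14 monocyte genes was higher in CNV d3 by 2.78 log2 units (adjusted exact permutation p = 0.00779, higher in 6 of 6 samples than in all controls), although cells with Ly6C were excluded by sorting. *Fn1*, *Cd74* and *H2-Ab1* were highest in other CNV d3 samples than *Spp1*. If a varying share of monocyte-derived cells were the cause, these 3 genes would follow the list within CNV d3 and *Spp1* would not. The 4 genes were chosen from Figure 1D, which shows these same samples. That *Spp1* parts from the other 3 was thus known beforehand and is no independent support. Pearson's r was 0.89 for *Fn1*, 0.90 for *Cd74* and 0.89 for *H2-Ab1* (adjusted exact permutation p = 0.0204 for each) and -0.19 for *Spp1* (adjusted exact permutation p = 0.724). Spearman's rho, adjusted in the same way, did not pass 0.05 for any of the 4 genes. If other cells diluted the microglia, the list of homeostatic microglia genes would fall as the monocyte list rose, and r was -0.82 (exact permutation p = 0.0444, rho = -0.83, exact permutation p = 0.0583, r = -0.92 without the 2 samples farthest from the median). These values are consistent with a varying share of monocyte-derived cells, and also with a varying degree of activation of microglia, in which the same genes could rise and fall together. The data do not separate the 2. Nor do they single out monocytes, because the list of dendritic cell genes took a like course within CNV d3. Its score was 4.00 and 4.17 in replicates 1 and 4 and 6.75 and 6.26 in replicates 3 and 6. The monocyte list was lowest and highest in the same samples, with 5.66 and 4.85 against 6.77 and 6.73.

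Of the decreased DEG, 75.4% were not protein-coding, against 16.7% of the increased DEG and 41.1% of all genes tested. Genes annotated as TEC (transcripts awaiting experimental support), antisense or sense intronic took 0.427% ± 0.050 (SD, n = 6) of the reads in control and 0.235% ± 0.014 (SD, n = 6) in CNV d3 (two-sided exact permutation test, p = 0.00216, adjusted p = 0.00433 over 6 classes). The share of *Malat1*, a nuclear RNA, fell from 0.121% ± 0.0244 (SD, n = 6) to 0.0276% ± 0.00414 (SD, n = 6). After thinning to the shallowest sample 76.3% of the decreased DEG were not protein-coding, and after correction for GC content and transcript length 71.6% were, so neither accounts for the pattern. If unspliced or nuclear RNA were less abundant in the CNV d3 libraries, such genes would fall more inside strongly expressed genes. The 368 of them inside a gene with a mean of at least 1000 normalized counts had a median log2 fold change of -1.34, and the 314 outside protein-coding genes one of -0.43, a difference of -0.90. The 315 inside a gene with a mean of 10 to 1000 had one of -1.06, so most of this difference lies between genes inside and outside protein-coding genes and less of it follows the expression of the gene around them. The genes around the 368 had a median log2 fold change of -0.15. A candidate explanation is a smaller share of unspliced RNA in CNV d3, which could come from the cells or from the RNA preparation. Genomic DNA in the control libraries would reach genes inside and outside protein-coding genes alike, and the smaller fall outside them speaks against it as the only explanation. The paper states that genomic DNA was removed with spin columns. A contribution of it cannot be told apart, because only 12 such genes lie inside a gene with a mean under 10, with a median log2 fold change of -0.99. Genes are not independent replicates, and the counting did not use the strand.

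Of the 10644 genes with a control mean of at least 50 normalized counts, 561 (5.27%) had 0 reads in at least 1 control sample. Of the 10633 genes with such a mean in CNV d3, 38 (0.357%) had 0 reads in at least 1 CNV d3 sample. More genes were detected in each CNV d3 sample than in each control sample. If depth were the cause, thinning to the shallowest sample would remove this difference. It remained, with 16844 to 17673 genes against 14436 to 16188 (two-sided exact permutation test, p = 0.00216). Drop-out of genes at random in control libraries made from little RNA may contribute, and the 5.27% of genes cannot decide between it and genes that truly vary between control mice. Zeros in single control samples widen the spread of the control group, as for *Ptger4* and *Fn1*.

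Single samples far from the other 5 of their group were found in 13 of 109 groups, where chance gives about 5.45. Control replicate 6 had 10963178 reads, against 19633144 to 22335233 in the other control samples. It also had 33.8 normalized counts of *3110080O07Rik*, where the other controls had 170 to 287. In CNV d3 replicate 6 this gene had 0 reads and in the other CNV d3 samples 6.92 to 16.7 normalized counts. CNV d3 replicate 4 had 74.4 normalized counts of *Adam8*, 106 of *Ecm1* and 0 of *Ccr7*, where the lowest of the other 5 samples had 196, 245 and 375. It was also the only CNV d3 sample listed in 2 parts. Control replicate 1 had 30.1 normalized counts of *Ccr7*, where the other controls had 2.25 at most, and 0 of *Ptger4*, where they had 54.0 to 244. Control replicate 2 had 39.5 of *Bub1* where the other controls had 0, and 173 of *Gm9874* where they had 53.2 to 76.6. Control replicate 3 had 3963 normalized counts of *Cd72* against 1553 to 2030 in the other controls, control replicate 5 had 46.2 of *Rab3d* against 172 to 305, and CNV d3 replicate 1 had a score of 4.42 for the list of retinal pigment epithelium genes, where the other CNV d3 samples had 1.69 to 2.63. No technical or biological explanation was tested for these single samples.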

How the results depend on the processing

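The log2 fold changes of the 21 genes the paper names were positive under all alternatives run, and *Spp1* was an increased DEG under all 32 that were run for it, with log2 fold changes from 6.46 to 7.21. Its adjusted p from the different tools and settings ranged from 3.68e-25 to 0.0451. The distances between samples separated the groups under all 15 alternatives (exact permutation test, p = 0.00216 for each). The share of principal component 1 ran from 35.97% to 76.2%, and positions of the samples on it were not compared under the alternatives.

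The number of DEG depended on the processing, and except where a value is given below, the cause was not tested. The increased DEG numbered 180 with at least 10 counts in every sample, 600 with a pseudocount of 10, 134 in a test against an absolute log2 fold change of 1.5, and 199 with the corresponding test of edgeR. With alternatives chosen after seeing the data they numbered 524 with the 3 CNV d3 samples that have *Xist* and no *Ddx3y* reads, and 684 with reads of *Ddx3y* as a covariate. The decreased DEG numbered 176 with at least 10 counts in every sample, 572 with DESeq2, 489 with limma voom, 2 and 9 in the tests against 1.5 by limma and edgeR, and 470 with a threshold of 1. With alternatives chosen after seeing the data they numbered 166 with the 3 CNV d3 samples, 189 with the covariate and 72 among protein-coding genes alone. Of the 1068 increased DEG, 638 had a control mean under 10, and the filter on every sample leaves such genes out. The share of increased DEG among all DEG was 78.5% with the size factors of the authors, 79.02% with TMM normalization, 79.6% with library size alone, 61.4% with DESeq2 and 50.6% with at least 10 counts in every sample. Across the 12 fits that each left out 1 sample, there were from 829 to 1041 increased and from 237 to 358 decreased DEG. Of the 1068 increased DEG, 1056 were called with a pseudocount of 0.5 and 589 with a pseudocount of 10.

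With the replicate number as a block, 921 increased and 215 decreased DEG were found. The deviations of same-numbered samples from their group means had a mean correlation of 0.0104, and those of other pairs one of -0.00203, so the numbers do not pair the samples.

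The rank of *Spp1* among the increased DEG, 5 by the mean, was 6 by the median. It was 4 with DESeq2, with the size factors of the authors in edgeR, with at least 10 counts in every sample, with limma voom, without the dominant, mitochondrial and ribosomal RNA genes, and, chosen after seeing the data, with the covariate. It ranged from 4 to 8 when 1 sample was left out. The increased DEG with a higher mean account for these ranks. *CT010467.1* was not an increased DEG with DESeq2, with the size factors of the authors in edgeR, with the covariate or without control replicates 2, 4 or 5, and it was among the genes left out as dominant or ribosomal RNA genes. *Fn1* was not tested with at least 10 counts in every sample and was not a DEG with limma voom. *CT010467.1* was not called with the correction for GC content and transcript length or with the 3 CNV d3 samples either, where *Spp1* stayed in rank 5 because *Ccl12* (a gene chosen after its values were seen) and *Ifi27l2a*, respectively, stood above it. Without control replicate 3, *Ccl12* was called and *Spp1* was in rank 6. By the median, *Spp1* (14083) lay below *Ifi27l2a* (15184) and *Cpd* (14144) and above *Fn1*. Without CNV d3 replicate 5, which has the highest value of *Spp1*, the mean of *Spp1* was 12423, below *Ifi27l2a* (14727), *Cd74* (14301) and *Cpd* (13792), which gives rank 8. Without CNV d3 replicate 1 it was 14931, below *Cd74* and *Ifi27l2a*, which gives rank 7, and without replicates 3 or 6 the mean of *Fn1* fell below that of *Spp1*, which gives rank 4.

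Of the marker lists, that of border or perivascular macrophages differed by 0.52 with a pseudocount of 10 and 0.57 with standardized values, and that of neutrophils by 0.11 and 0.45, with adjusted exact permutation p no longer under 0.05. With standardized values, the lists of Mueller glia and astrocytes (0.48), antigen presentation (0.27) and dissociation (0.55) no longer passed either. In the list of antigen presentation, the genes *H2-DMb1*, *H2-Eb1* and *Ciita* were singled out after their values were seen. *H2-DMb1* fell by 0.37 while *H2-Aa*, *H2-Eb1* and *Ciita* rose, so the list has no single direction. Whether *H2-DMb1* accounts for the lost call of this list was not tested, and neither was the cause for the other lists.

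Among the other genes the paper names, 22 calls were lost across the fits that left out 1 sample, 5 across the other planned settings and 15 across settings chosen after seeing the data, 14 of them for *Ptger4* and 10 for *H2-Ab1*. *Fn1* lost its call with limma voom (adjusted p = 0.399, where the other alternatives run for it ranged from 2.82e-15 to 0.00849), and it was not tested with at least 10 counts in every sample. The depth of the control samples limits the size of a change for the 281 increased DEG with 0 reads in all controls. The first part alone of the samples listed in 2 parts was not run, because the parts are merged in the values. The median log2 fold change of the 13614 genes with a mean of at least 10 was 0.10 with the size factors of the authors, 0.11 with TMM normalization and 0.13 with library size alone.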

Differences from the paper's values

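The paper reports 654 DEG increased in CNV, and limma gave 1068 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were DESeq2 with 908, the 3 fits of edgeR with 835 to 846, the filters by filterByExpr with 744, by at least 10 counts in at least 6 samples with 771 and by a mean of at least 10 with 847, a pseudocount of 10 with 600, the replicate block with 921, and 8 of the 12 fits that left out 1 sample. TMM normalization with 1081, library size alone with 1091, limma voom with 1260, a pseudocount of 0.5 with 1138, removal of dominant genes with 1066, at least 10 counts in every sample with 180, the tests against 1.5 with 134 and 199, a threshold of 1 with 1374 and the other 4 of the 12 fits did not come as close. None gave 654. Of those added after the data were examined, the covariate for *Ddx3y* reads gave 684 and the 3 CNV d3 samples with *Xist* and no *Ddx3y* reads gave 524. Protein-coding genes alone gave 890 and thinning to the shallowest sample 948. Limma with no trend gave 1013 and the correction for GC content and transcript length 1070, both not within 1.5 times of the paper's number. In the authors' deposited table, 910 genes were increased and 572 decreased at the thresholds the paper states, and 781 of the 910 were increased DEG here as well. Another 8 ways to select increased genes from that table, by gene type, identifier, threshold or mean, were tried after its values were seen and gave from 597 to 1202 genes. The nearest to the paper's number was an adjusted p under 0.01, with 658, chosen after seeing the values, and it is not a method the paper states.

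The paper lists 5 genes as top increased DEG, in a heatmap ordered by mean expression, in which *Apoe* and *Lars2* stand above them. Here, the increased DEG with the highest means in CNV d3 were *Apoe*, *CT010467.1*, *Lars2*, *Fn1* and *Spp1*. The heatmap of the paper does not show *CT010467.1*, and the authors' deposited table gives it a log2 fold change of 1.49. With DESeq2 on the recovered reads, its log2 fold change was 1.49 as well and *Spp1* was in rank 4.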

Other observations

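The relations of *Lars2* to *mt-Rnr2* and *CT010467.1* were tested only after the result was seen. The correction for GC content and transcript length was chosen after the data were opened and before its own result was seen, and the other tests in this part were set before the data were examined.

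The real grouping gave 1361 DEG. Of the 32 groupings that part all 6 same-numbered pairs, only the real one gave as many, 1 of 32, and the next highest gave 8. Among 100 groupings drawn from all 462, which also mix numbers, again 1 gave as many and the next highest gave 8. After thinning to the shallowest sample, 1227 DEG were found, and after correction for GC content and transcript length 1334, both within 1.5 times of 1361, so neither depth nor GC content and length accounts for the number. Of other retinal cells, the list of Mueller glia and astrocytes was higher in CNV d3 by 1.78 log2 units (adjusted exact permutation p = 0.00866, above all controls in 5 of 6 samples). The lists of rods and cones (adjusted exact permutation p = 0.119), retinal pigment epithelium (0.0584) and endothelial cells (0.0675) did not pass the adjustment. Part of the DEG therefore cannot be told apart from RNA of Mueller glia or astrocytes, which may have been carried along or taken up.

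*Lars2* was increased in CNV d3 with a log2 fold change of 2.30 (adjusted p = 8.44e-06 from limma), and the ribosomal RNA gene *CT010467.1* with 1.57. If reads of ribosomal RNA were counted on *Lars2*, the list of ribosomal RNA carry-over would rise in CNV d3 and *Lars2* would follow it within the groups. The list was higher in CNV d3 by 0.68 (adjusted exact permutation p = 0.0283, above all controls in 4 of 6 samples). Only 3 of its 8 genes were found in the data, so its score rests on these 3. Pearson's r of *Lars2* with the list of ribosomal RNA carry-over was 0.45 within CNV d3 and 0.20 within control. With *mt-Rnr2* it was 0.69 within CNV d3 and 0.58 within control, and with *CT010467.1* 0.49 within CNV d3 and 0.73 within control. Without the 2 samples farthest from the median, r within CNV d3 was -0.11 with the list, 0.52 with *mt-Rnr2* and -0.17 with *CT010467.1*, and within control 0.04, 0.52 and 0.86. None of the 6 relations computed passed adjustment (lowest adjusted exact permutation p = 0.404 for Pearson's r and 0.308 for Spearman's rho), so carry-over can be neither shown nor excluded with 6 samples per group.

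The labels list 2 parts for all controls and 1 part for 5 of the 6 CNV d3 samples, so the listed number of parts and the condition nearly coincide. The methods of the paper state that 2 BAM files, from different flow cells, were merged for each sample, which differs from the listing. CNV d3 replicate 4, the exception, lay at 41.8 on principal component 1, among the CNV d3 samples (35.0 to 66.4) and apart from the controls (-67.6 to -37.6). A single sample cannot exclude an effect of sequencing.

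The list of interferon response genes was 10.7 in control replicate 1 and 10.6 in control replicate 3, where the other 4 controls had 8.89 to 9.50 and the CNV d3 samples 10.6 to 11.7. The list was higher in CNV d3 by 1.66 (adjusted exact permutation p = 0.0117, higher than all controls in 5 of 6 samples). The list of dissociation and immediate early genes was higher in CNV d3 by 1.07 (adjusted exact permutation p = 0.00866, above all controls in 5 of 6 samples). The list of homeostatic microglia genes was lower by 0.85 (adjusted exact permutation p = 0.00779, below all controls in 6 of 6 samples) and that of disease-associated microglia higher by 1.16 (adjusted exact permutation p = 0.00779, above all controls in 6 of 6 samples). Only 2 of the 13 homeostatic genes were decreased DEG and only 3 of the 16 disease-associated genes were increased DEG. The list means thus do not show that each gene changed. The lists of dendritic cells (difference 2.60, adjusted exact permutation p = 0.00779, 6 of 6 samples above all controls), antigen presentation (2.66, 0.00866, 5 of 6), border or perivascular macrophages (1.21, 0.0480, 2 of 6) and neutrophils (0.56, 0.0480, 4 of 6) were higher as well, and that of lymphocytes (0.36, 0.143, 2 of 6) did not pass the adjustment.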
